A study of Homo sapiens with 6 samples.

How the data were processed

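The series held 6 RNA-seq libraries of HK-2, an established line of human kidney proximal tubule cells immortalised with human papillomavirus 16. The labels assigned 3 libraries to a control group and 3 to an ANXA2 knockdown group, numbered 1 to 3 in each group. The titles called the control cells wild type, whereas the sample descriptions abbreviated them as shCtrl, so whether a control hairpin was present is not settled by the labels. Per the labels, plasmids were introduced by lipid transfection, RNA was enriched for polyadenylated transcripts with oligo(dT) beads, and strand-specific libraries were prepared.

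A table of raw read counts per gene for 26899 genes was deposited by the authors, and these counts had not been normalised. The authors also deposited FPKM values, meaning fragments scaled for transcript length and for library depth, for 26803 genes and rounded to 2 decimals. The aligner, the counting program, the genome build, the annotation release and the treatment of strand during counting are not given in the sources used here. Every listed gene had at least 1 read over the 6 libraries. The 96 genes found only in the counts table had at most 5 reads each. Over the 2556 genes with FPKM above 20 in every library, the deposited FPKM values equalled the counts divided by 1 constant per library and 1 per gene, with a largest SD of 9.67e-05 on the log2 scale. The FPKM table is therefore a rescaling of the same counts and adds no independent measurement. All 6 columns of each table were used.

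Gene identifiers carried version numbers, and 26125 of them (97.12%) were found without their version in GENCODE release 44. Coordinates quoted below are those of that release on GRCh38. They were taken for location only, since the build of the authors is not given in the sources used here.

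Library depth ranged from 24231267 to 34561675 counted reads. Replicates were compared for duplication with a chi-square test of their counts. The statistic per degree of freedom lay between 10.3 and 54.2 for the 6 pairs of replicates within groups, so the replicates differed far beyond sampling noise and each was counted as 1 sample. No batch or date was present in the labels.

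Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on the counts as deposited, with TMM scaling between libraries. The low-count filter of that package was used with its defaults (a minimum count of 10 in enough libraries and a total of 15), and 15299 genes were tested. All 6 libraries entered 1 model without covariates. Tests were two-sided and p-values were adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. Fold changes are the libraries labelled knockdown over the libraries labelled control on the log2 scale. Abundances are given as TMM-scaled CPM, for which counts are divided by the reads of the library in the tested genes times its TMM factor (0.9868 to 1.021), or by its reads in all genes times that factor for the sums of leukocyte and interferon genes, as mean ± SD over 3 libraries per group. Values of single genes and list means were also compared by an exact two-sided permutation test, whose smallest attainable p with 3 against 3 libraries is 0.1.

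Before the data were examined, 11 gene lists were written from general knowledge. They covered the annexin family without ANXA2, plasminogen activation, the type I interferon response, the NF-kB inflammatory response, mitosis, DNA replication, extracellular matrix, cholesterol synthesis, the integrated stress response, p53 targets and proximal tubule genes. Each list was tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, with adjustment over the 11 lists. The tests of the lists were repeated with the correlation estimated from the data and with the rotation test fry. The 2 tools ask different questions: camera compares a list with the other tested genes, whereas fry asks whether its members changed at all. Median fold changes of a list are over the edgeR estimates of its members unless the log2 CPM scale is named. 3 further lists (leukocyte, lysosome, and RNAs without a poly(A) tail) were written later for the tests of explanations.

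The genes named in the text followed a rule set before the data were examined. Part (a) named ANXA2, the pseudogenes ANXA2P1, ANXA2P2 and ANXA2P3, and S100A10. Part (b) covered genes past adjusted p 0.05 with a symbol, a mean of at least 1 CPM and groups that did not overlap in the direction of the change. Of these it named the 5 strongest rises, the 5 strongest falls and the 3 smallest p-values in each direction, with ANXA2 exempt as already named. It returned 0 genes. Part (c) named the 2 members with the largest absolute change of each list past adjusted p 0.05. Any other gene named below was chosen after its values were seen. Reads of ANXA2P1 and ANXA2P3 were not analysed here, and their sequences were compared with that of ANXA2 only. The members of the interferon list that were lower are not reported singly here.

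The alternatives set in advance were RLE, upper-quartile and library-size scaling, no low-count filter, a filter of at least 1 CPM in 3 libraries, DESeq2 1.42.0, limma-voom, and limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1). The FPKM fits kept genes with a mean FPKM of at least 0.1, and the first was also run without that filter. The replicate number as a block and the omission of each library in turn completed the set. A GC offset per library (lowess with a span of 0.3 against the GC content of the longest GENCODE transcript) and robust dispersion estimation in edgeR were added after the data were seen. The sources used here mention no molecular identifiers, so counting intervals cover counting error only.

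The procedures were tested on simulated data drawn from the means, library sizes and dispersions of these libraries. In the simulated control against knockdown comparison, 200 genes were changed and 14995 genes passed the edgeR filter. For that comparison edgeR recovered 60% of the 2-fold and 94% of the 4-fold changes, and 13 of its 167 calls were unchanged genes. DESeq2, run on 15299 genes of the same simulation, recovered 70% and 98%, and 33 of its 201 calls were unchanged genes. The simulated libraries varied more evenly between genes than the real ones, with 13.5 prior degrees of freedom in edgeR against 5.234, so these shares hold for the simulation only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.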

Results

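In order to examine how reducing ANXA2 alters the transcriptome of kidney tubule cells, polyadenylated RNA of HK-2 cells was sequenced in 3 libraries labelled control and 3 libraries labelled ANXA2 knockdown. ANXA2 encodes annexin A2, a calcium-dependent protein that binds membrane phospholipids and forms a complex with S100A10. The libraries labelled control held 24231267, 32035393 and 31295698 counted reads for replicates 1, 2 and 3. The libraries labelled knockdown held 34561675, 33486267 and 28866835 counted reads. Between 18861 and 21819 genes had at least 1 read in a library. The ferritin gene FTH1 (chosen after its values were seen) took the largest share of reads in each of the 6 libraries, between 1.17% and 1.7%, so no single transcript dominated the counts. Mitochondrial genes took 5.26% to 5.6% in the libraries labelled knockdown and 6.01% to 6.5% in those labelled control. These shares did not overlap, and the cause was not tested.

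The targeted gene was examined first, since it checks the labels. ANXA2 (ENSG00000182718.16) lies on the minus strand of chromosome 15 from 60347134 to 60402883 in GRCh38. The libraries labelled control held 40453, 47742 and 52187 ANXA2 reads and those labelled knockdown held 52479, 51549 and 43849 reads. After scaling, ANXA2 abundance was 1539 ± 21.3 CPM (SD, n = 3) in the libraries labelled knockdown and 1598 ± 119 CPM (SD, n = 3) in those labelled control, and the exact two-sided permutation p was 0.4, where 0.1 is the smallest that 3 against 3 libraries allow. The deposited FPKM values gave 766.4 ± 7.06 and 803.5 ± 53.2 (SD, n = 3). The edgeR estimate was a log2 fold change of -0.05 with a standard error of 0.075 and a Benjamini-Hochberg adjusted p of 0.848. Its 95% interval ran from a change of -14.33% to one of 8.286%. Leaving out control replicate 2 moved the estimate to -0.11 (interval from -16.44% to 2.277%) and leaving out control replicate 3 moved it to -0.017 (interval from -14.07% to 13.6%). The ANXA2 transcript was thus not detectably lower in the libraries labelled knockdown, and a fall beyond the lower bound lay outside that interval. The alternative that moved the estimate most was the GC offset, which changed its sign to 0.02 (adjusted p 0.982, against a range of 0.763 to 0.989 over the 19 alternatives). Because the target gene does not bear out the labels at the RNA level, the groups are called the libraries labelled knockdown and labelled control throughout, and every direction below is a difference between labels, not an effect of a measured loss of ANXA2.

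**Figure D1:**
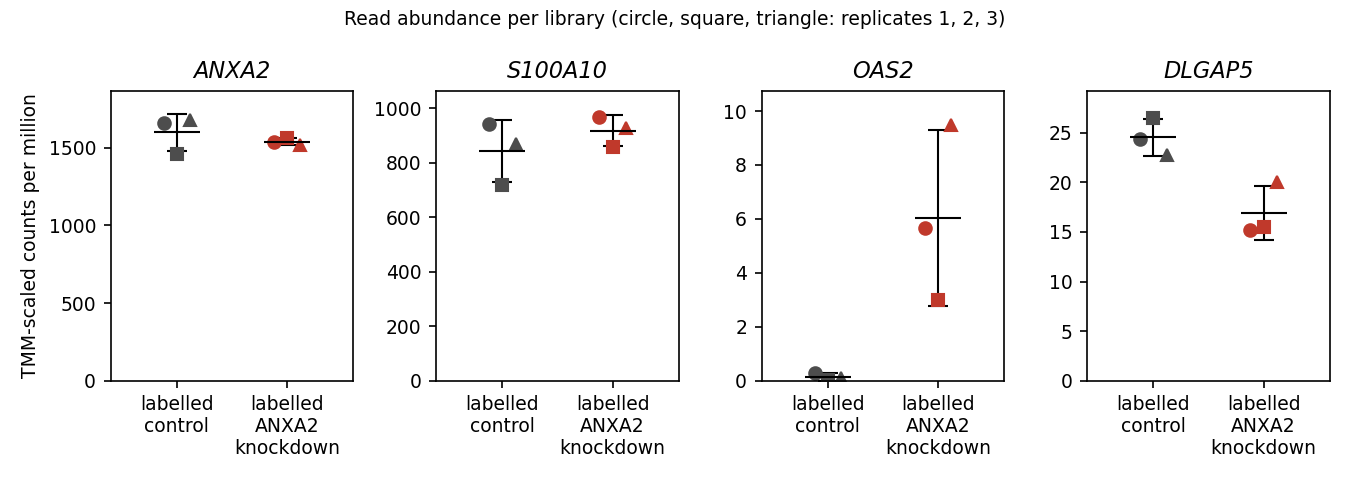
TMM-scaled CPM (vertical axes, starting at 0) of ANXA2, S100A10, OAS2 and DLGAP5 in each library, with grey symbols for the libraries labelled control, red symbols for those labelled ANXA2 knockdown, and bars for mean ± SD (n = 3). ANXA2 lay at 1539 ± 21.3 CPM and 1598 ± 119 CPM in the groups labelled knockdown and control, whereas the OAS2 and DLGAP5 groups did not overlap.

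Reads of near-identical copies could in principle be assigned to ANXA2. The processed pseudogene ANXA2P2 (ENSG00000231991.4, chromosome 9 from 33624274 to 33625293) held 23 reads in the 3 libraries labelled knockdown and 15 in the 3 labelled control, too few to pass the filter and be tested. Its sequence can be told from ANXA2 in part, as 68.84% of its windows of 100 bases do not occur in ANXA2 transcripts. For ANXA2P1 and ANXA2P3, 100% of such windows are absent from ANXA2, and their reads were not analysed here. S100A10 (ENSG00000197747.8, chromosome 1 from 151982915 to 151993859, minus strand) reached 918.1 ± 55.2 CPM in the libraries labelled knockdown and 843.2 ± 115 CPM in those labelled control (SD, n = 3). Its edgeR log2 fold change was 0.12 with a standard error of 0.107 and an adjusted p of 0.748, within the spread between replicates. The estimate was 0.21 without control replicate 1 and 0.021 without control replicate 2.

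The overall similarity of the libraries was then compared. Across the tested genes, Pearson correlations of log2 CPM spanned 0.961 to 0.9902 within groups and 0.9659 to 0.9897 between groups, so replicates were not closer to each other than to the other group. These correlations are across genes, which are not independent replicates. Control replicate 1 stood farthest out on the first principal component, which carried 38.5% of the variance and did not separate the labels. The second component carried 25.9% and did separate them.

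To identify genes that differed between the labels, 15299 genes were tested with edgeR. The quasi-likelihood test gave 0 genes past a Benjamini-Hochberg adjusted p of 0.05, and the smallest adjusted p was 0.1314. At an unadjusted p under 0.05 there were 1251 genes, of which 590 were higher and 661 lower in the libraries labelled knockdown, against 765 anticipated by chance. Other splits of the same 6 libraries into groups of 3 gave up to 1688 such genes, so this excess was not particular to the labels. The count also depended on single libraries. It spanned 505 (without knockdown replicate 1) to 1947 (without control replicate 1) when 1 library was left out. The groups did not overlap for 15.64% of the tested genes, against 10% by chance. Of the other tools, limma-voom gave 0 genes (1322 at an unadjusted p under 0.05), limma-trend on FPKM gave 0 genes in its 3 versions, and DESeq2 gave 32 genes, 29 of them higher and 3 lower. The alternative that moved the count most was edgeR without the low-count filter, which gave 165 genes, among them OAS2, MX2, CXCL3, TNFAIP3 and CENPF of the genes named below. Without knockdown replicate 2, edgeR gave 4 genes, which were ISG15, OAS1, OAS2 and RMRP (named after their values were seen).

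**Figure D2:**
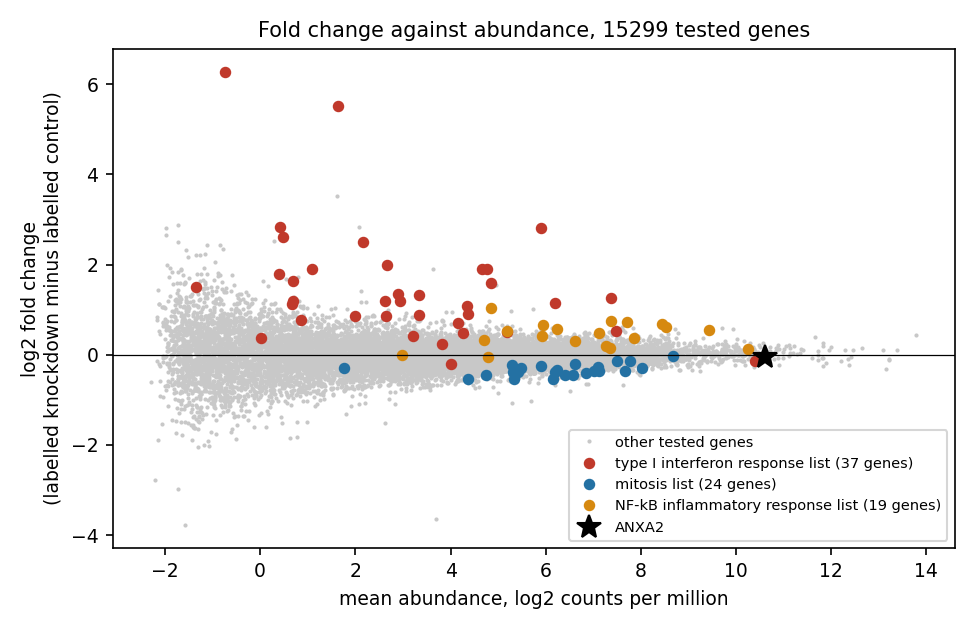
Fitted edgeR log2 fold change (vertical axis, libraries labelled knockdown minus labelled control) against mean abundance in log2 CPM (horizontal axis) for the 15299 tested genes, with members of 3 gene lists coloured and ANXA2 as a star. Of the interferon list, 35 of 37 members lay above 0, all 24 mitosis members lay below 0, and ANXA2 lay at -0.05.

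Gene lists fixed in advance were compared to ask whether pathways shifted as a whole where single genes could not be resolved. Of the 11 lists, 3 passed an adjusted p of 0.05 in camera with its preset correlation. The interferon and mitosis lists held under fry, which does not compare a list with the other genes. None of the 3 held in camera with the correlation estimated from the data.

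The type I interferon response list was higher in the libraries labelled knockdown, which show no measured fall of ANXA2. Its camera adjusted p was 1.144e-28, that of fry was 0.0193, and that of camera with an estimated correlation was 0.1223, within a range of 4.136e-33 to 0.1223 over its 16 alternatives. Of 37 tested members, 35 were higher, with a median log2 fold change of 1.19, and 26 were separated completely between the groups. The count of 35 higher members was the same under each of the other scalings. By edgeR, 29 members had an adjusted p under 0.05 adjusted over the list alone, against 0 over all tested genes. The mean log2 CPM of the list was 3.524 ± 0.366 in the libraries labelled knockdown and 2.159 ± 0.107 in those labelled control (SD, n = 3), with an exact permutation p of 0.1, the smallest possible. All 3 libraries labelled knockdown (3.455, 3.198 and 3.919) lay above the 3 labelled control (2.221, 2.035 and 2.221).

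OAS2 and MX2 changed most within that list. OAS2 (ENSG00000111335.12, chromosome 12 from 112978395 to 113011723, plus strand) had 193, 99 and 274 reads in the libraries labelled knockdown and 7, 1 and 3 reads in those labelled control. This corresponded to 6.048 ± 3.26 CPM and 0.138 ± 0.133 CPM (SD, n = 3), and to an edgeR log2 fold change of 5.52 with a standard error of 0.661 and an adjusted p of 0.131. DESeq2 gave an adjusted p of 1.324e-15 for OAS2 and edgeR without knockdown replicate 2 gave 0.0334, within a range of 6.931e-31 to 0.731 over the alternatives. MX2 (ENSG00000183486.12, chromosome 21 from 41361999 to 41409393, plus strand) had 34, 27 and 50 reads in the libraries labelled knockdown against 0, 1 and 0 reads. Its 111 reads against 1 gave a depth-corrected ratio of 100, with a 95% exact counting interval of 17.6 to 4000. The edgeR adjusted p of MX2 was 0.156 and that of DESeq2 was 0.00135, within a range of 8.74e-07 to 0.896 over the alternatives. The fitted log2 fold change of such a gene depends on the prior count and spanned 0.44 on log2(FPKM + 1) to 8.16 without control replicate 2. IRF9, a member of the same list, had 0 to 2 reads per library and was not tested. Its exons overlap those of a longer gene, so its reads are uncertain.

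The mitosis list was lower in the libraries labelled knockdown, again without a measured fall of ANXA2. Its camera adjusted p was 7.487e-11, that of fry was 0.0174 and that with an estimated correlation was 0.1223, within a range of 7.057e-15 to 0.1223 over its 16 alternatives. All 24 members had negative estimates under each scaling and with the GC offset, with a median log2 fold change of -0.36, and 11 were separated completely. By edgeR, 10 members passed when adjusted over the list alone, against 0 over all tested genes. The list mean was 6.042 ± 0.0106 log2 CPM in the libraries labelled knockdown and 6.374 ± 0.101 in those labelled control (SD, n = 3; exact permutation p 0.1). CENPF and DLGAP5 changed most. DLGAP5 (ENSG00000126787.12, chromosome 14 from 55148112 to 55191608, minus strand) had 16.9 ± 2.7 CPM against 24.56 ± 1.87 CPM (SD, n = 3), with an edgeR log2 fold change of -0.54, a standard error of 0.148 and an adjusted p of 0.599. CENPF (ENSG00000117724.12, chromosome 1 from 214603185 to 214664574, plus strand) had 32.85 ± 10.3 CPM against 47.93 ± 19.3 CPM (SD, n = 3), and its groups overlapped. Its edgeR log2 fold change was -0.55 with a standard error of 0.298 and an adjusted p of 0.637. Control replicate 2 decided much of that estimate, which was -0.16 without it. The estimate was -0.305 without knockdown replicate 3, and the other omissions of 1 library gave -0.703 to -0.668.

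The NF-kB inflammatory response list also passed in camera, being higher in the libraries labelled knockdown with an adjusted p of 0.02, but this call did not hold up against the replicate spread. The adjusted p was 0.717 with fry and 0.779 with an estimated correlation. The list mean was 6.787 ± 0.838 log2 CPM in the libraries labelled knockdown and 6.213 ± 1.06 in those labelled control (SD, n = 3; exact permutation p 0.6), and none of its 19 tested members was separated between the groups. On the log2 CPM scale the median difference of its members was 0.57, and it was 0.025 without control replicate 1 (adjusted p 0.98). The adjusted p was 0.1305 without knockdown replicate 1 and 0.3713 without knockdown replicate 2, while it was 1.433e-05 without control replicate 3 and 1.281e-05 without knockdown replicate 3. CXCL3 (ENSG00000163734.4, chromosome 4 from 74036589 to 74038807, minus strand) had 38.54 ± 28.1 CPM in the libraries labelled knockdown and 18.79 ± 17.8 CPM in those labelled control, with an edgeR log2 fold change of 1.03, a standard error of 0.825 and an adjusted p of 0.727. It shares much of its sequence with CXCL1 and CXCL2 (named for that reason), and how reads matching several genes were counted is not given in the sources used here. TNFAIP3 (ENSG00000118503.14, chromosome 6 from 137867214 to 137883314, plus strand) had 207.3 ± 116 CPM and 122.7 ± 80.9 CPM, with an edgeR log2 fold change of 0.76, a standard error of 0.524 and an adjusted p of 0.694. Leaving out control replicate 3 gave 2.08 for CXCL3 and 1.41 for TNFAIP3, and leaving out control replicate 1 gave 0.55 and 0.40.

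**Figure D3:**
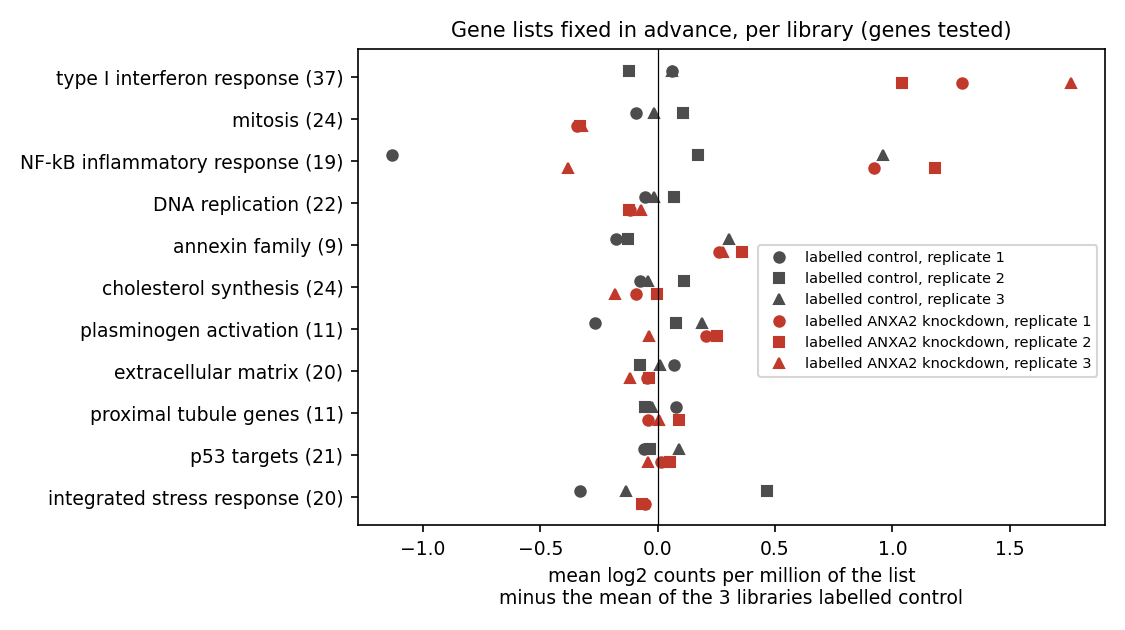
Mean log2 CPM of each of the 11 gene lists in each library minus the mean of the 3 libraries labelled control (horizontal axis), with the number of tested members in brackets and lists ordered by camera p from the top. The interferon and mitosis symbols are separated by label, whereas the NF-kB symbols of control replicate 1 (list mean 5.082) and control replicate 3 (list mean 7.173) lie far apart.

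The other 8 lists did not pass. The annexin family without ANXA2 had a camera adjusted p of 0.0902 and a median log2 fold change of 0.089 over 9 tested members, and without control replicate 3 its adjusted p was 0.0134. DNA replication had 0.0902 with a median of -0.091 and list means that did not overlap between the groups (exact permutation p 0.1), and without knockdown replicate 3 its adjusted p was 0.0247. Cholesterol synthesis had an adjusted p of 0.1002 with a median of -0.13. When 1 library was left out, its median on the log2 CPM scale spanned -0.1427 (without knockdown replicate 2) to -0.04165 (without control replicate 2). Plasminogen activation had an adjusted p of 0.158 with a median of 0.12, and the adjusted p was 0.98 without control replicate 1 and 0.0574 without control replicate 3. For extracellular matrix the adjusted p was 0.719 with a median of -0.029. The integrated stress response, p53 targets and proximal tubule genes each had an adjusted p of 0.862, with medians of -0.069, 0.029 and 0.061. For the p53 targets the median was above 0, whereas the mean of -0.018 and the direction given by camera were below 0. Without control replicate 2 the integrated stress response list turned higher, with an adjusted p of 0.0374.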

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

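The GC offset and the robust dispersion estimate were chosen after the data were seen, and all other alternatives below were set before the data were examined.

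For the count of genes past an adjusted p of 0.05, edgeR gave 0 (1251 at an unadjusted p under 0.05, against 32 calls by DESeq2), and 16 of its 19 alternatives also gave 0. Without the low-count filter edgeR gave 165 genes, 48 of them changed at least 2-fold. In that fit the prior degrees of freedom were infinite, so all genes were given 1 shared spread around the trend, against 5.234 in the filtered fit. It called CXCL3 at an adjusted p of 4.458e-08, although its reads spanned 84 to 1195 in the libraries labelled control and 192 to 1977 in those labelled knockdown, and it also called MX2, OAS2, TNFAIP3 (2.658e-07) and CENPF (0.0284). DESeq2, run on 26899 genes, gave 32 genes, 19 of them changed at least 2-fold, and called MX2 and OAS2. Why DESeq2 called more genes than filtered edgeR was not tested on the real data. In the simulated control against knockdown comparison 33 of the 201 DESeq2 calls were unchanged genes, against 13 of 167 for edgeR. DESeq2 was run there on 15299 genes, so that share need not hold for the fit on 26899 genes. Leaving out 1 library gave 0 to 4 genes, both with and without the 2-fold minimum, and the 4 came without knockdown replicate 2. Among the 7 tested genes named by rule other than ANXA2, 124 estimates kept their direction and side of the threshold, 8 passed it in the same direction, and 0 changed sign.

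The ANXA2 estimate kept its direction and stayed outside the threshold under 18 of 19 alternatives. It changed sign to 0.01611 with the GC offset, and the cause was not tested. Leaving out 1 library gave estimates from -0.1133 (without control replicate 2) to -0.01746 (without control replicate 3), and the low end of the 95% interval lay between -17.32% and -14.03%. The value as reported lies within 1 standard error of 0.

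Of the comparisons of gene lists under alternatives, 157 kept the direction given by the set test and their side of the threshold, 8 lost and 7 gained significance, and 4 changed direction. With the correlation estimated from the data the interferon list and the mitosis list each moved to an adjusted p of 0.1223, where the correlation among members was estimated at 0.343 and 0.0925, against the preset 0.01. This version also takes its degrees of freedom from the 6 libraries and not from the number of genes, and the share of either change in the loss was not tested. All other alternatives, including fry and the omission of each library, left both lists past the threshold. The NF-kB list moved to 0.779 with an estimated correlation of 0.849, to 0.7166 with fry, and between 1.281e-05 (without knockdown replicate 3) and 0.9804 (without control replicate 1) when 1 library was left out. With the GC offset the annexin family and DNA replication lists each gained significance at 0.02345 and cholesterol synthesis at 0.03268. With limma-voom, DNA replication reached 0.03503 and cholesterol synthesis 0.03767. The cause of these gains was not tested, and none of these 3 lists passed under fry or an estimated correlation. Over the omission of single libraries the adjusted p of plasminogen activation spanned 0.05742 (without control replicate 3) to 0.9804 (without control replicate 1), that of cholesterol synthesis 0.06461 to 0.4257 and that of extracellular matrix 0.2477 to 0.9804, with no call and no change in the direction given by camera. The median of the extracellular matrix members on the log2 CPM scale, -0.027 with all libraries, lay above 0 without control replicate 1 (0.054), control replicate 3 (0.018) or knockdown replicate 3 (0.0053). The adjusted p of the annexin family spanned 0.01336 to 0.276, that of DNA replication 0.02468 to 0.2765, that of the integrated stress response 0.03743 to 0.978, that of the p53 targets 0.5215 to 0.9804 and that of the proximal tubule genes 0.651 to 0.9804. The integrated stress response turned from lower to higher at 0.03743 without control replicate 2, the p53 targets turned higher at 0.9804 without control replicate 1 and at 0.8925 without control replicate 3, and the proximal tubule genes turned lower at 0.8982 without knockdown replicate 2. Fewer libraries entered those fits, and apart from that the cause was not tested.

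The replicate numbers did not pair the libraries. Deviations from the group means correlated at -0.0616, 0.118 and -0.203 for numbers 1, 2 and 3. With the replicate block, edgeR gave 0 genes past the threshold and 1076 at an unadjusted p under 0.05, the NF-kB list had an adjusted p of 0.05078, and no other call changed.

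Depth limited the low-count members most. MX2 rests on 1 read in the libraries labelled control, which leaves its ratio between 17.6 and 4000 by counting alone, whereas ANXA2 rests on 288259 reads and its precision is set by the spread between libraries.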

Other observations

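The tests of splits, scaling, swapped labels, IRF9, the ANXA2 changes and RMRP were chosen after the result was seen, apart from the splits for DESeq2 and GC content, and the remaining tests were set before their result was computed. The lists of lysosome genes and of RNAs without a poly(A) tail were written after single members had been seen to rise. The GC offset was also chosen after the data were seen. The group label is the only biological difference that the design names.

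The clearest pattern was a rise of interferon response genes in the libraries labelled knockdown, although the ANXA2 transcript was not lower there. Several technical explanations were argued against. With a GC offset the list median on the log2 CPM scale was 1.214, against 1.188 without it. The list median exceeded that of all tested genes by 1.197, so a scaling error shared by all genes cannot produce it. The lowest library labelled knockdown lay 0.9765 above the highest labelled control in list mean log2 CPM, which leaves no room for a single swapped pair. Admixture of leukocytes was tested with 20 abundant leukocyte transcripts, of which 12 had reads in these libraries and 0 belong to the interferon list. Their summed rise was 27.88 CPM, or 6.479% of the 430.3 CPM rise of the interferon list, and CD74 alone rose by 28.36 CPM (166.1 against 137.7), while the other 11 changed by -0.4782 CPM in sum. Of these, CD52 had 14 reads against 1 and CD14 277 against 171, while LYZ had 1 against 7, SRGN 19 against 13 and LCP1 313 against 353. Chance cannot be excluded by regrouping, since only 1 of the 10 splits of the 6 libraries, the real one, gave a camera p as small, and 10 splits cannot give a share under 0.1.

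What raised the interferon genes remains open. A large fall of the ANXA2 transcript, of 50% or more, is argued against, since the low end of its 95% interval was -14.33%, and -17.32% at the lowest when 1 library was left out. A small fall as the cause cannot be told apart from other effects of the treatment. The lowest library labelled control held 0.9617 times the ANXA2 CPM of the lowest labelled knockdown, and that library, control replicate 2, also had the lowest interferon list mean (2.035), which speaks against it but is 1 library. Protein was not measured. A candidate explanation is a response to the introduced plasmid or hairpin itself, which may differ between constructs. No second hairpin or rescue was analysed here to test it. The labels do not settle whether the control cells received a hairpin. If they received no plasmid, transfection itself would differ with the label and could not be told apart from it. Transcripts of interferon genes (chosen after their values were seen) were near the floor. IFNB1 had 1, 3 and 0 reads in the libraries labelled knockdown and 0 in each labelled control, IFNL3 had 0, 7 and 4 against 0, 0 and 2, and IFNA5 had 4, 0 and 0 against 0. At this depth no inducing interferon could be singled out.

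The absence of a fall in ANXA2 itself was examined. The lowest estimate over the 4 scalings was -0.07689, so scaling did not hide a fall. The highest of the 6 libraries held 1.147 times the ANXA2 CPM of the lowest. No library was therefore strongly depleted relative to the others, and an exchange of labels within the series would not restore a knockdown. A depletion shared by all 6 libraries cannot be seen in this comparison, which has no outside reference. The pseudogene ANXA2P2 took 0.01318% as many reads as ANXA2 (38 against 288259), although 68.84% of its windows of 100 bases are distinct from ANXA2. A knockdown that did not work remains open. So do a knockdown that acted on protein only, a knockdown lost before RNA extraction, and libraries made from cells other than those labelled. None of these was tested.

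Mitosis genes were lower in the libraries labelled knockdown by a small amount, with list means of 6.031, 6.044 and 6.052 against 6.28, 6.482 and 6.36 log2 CPM. The falls differed between members, from an edgeR log2 fold change of -0.04 for CDC20 to -0.55 for CENPF. With a GC offset the camera adjusted p was 6.473e-11 and the median was -0.2661 on the log2 CPM scale, against -0.3433 without it, so a GC trend accounts for part of the size at most. Only the real split, 1 of 10, gave a camera p as small, which cannot exclude chance with this number of libraries. DNA replication genes were lower by less, with a median of -0.091 and an adjusted p of 0.0902, and their list means were also separated by label (6.746, 6.742 and 6.795 against 6.812, 6.932 and 6.849 log2 CPM, exact permutation p 0.1). The members of that list went both ways. Of 22 members, 16 were lower (4 separated completely) and 6 were higher (2 separated completely). Slower growth of the cells labelled knockdown is a possible explanation, and differences in culture density between dishes might act alike. No measure of either was analysed here.

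The NF-kB list varied more within labels than between them. Without control replicate 1 its median on the log2 CPM scale was 0.02469, against 0.5681 with all libraries, so its call rests on single libraries. Another split, with control replicates 1 and 2 and knockdown replicate 3 against the rest, gave a camera p of 1.986e-20 for this list, compared with 0.005452 for the real split. That split also gave 205 DESeq2 calls, 12 of them in the NF-kB list and 0 in the interferon list. It is not a comparison of the study, and what separates these libraries was not tested.

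The 32 genes called by DESeq2 and not by edgeR included 16 members of the interferon list. As many calls arose in 3 of the 10 splits, the real one included, with 205 and 94 calls in the other two, so chance cannot be excluded for the number of calls. Only 1 member of the interferon list was among the 94 and none among the 205, so the makeup of the calls differed from those splits. For edgeR, with 0 calls in the real split (1251 genes at an unadjusted p under 0.05), 10 of 10 splits gave as many, a test that a count of 0 makes void. The count at an unadjusted p was reached in 3 of the 10 splits, the real one included, with 1307 and 1688 genes in the other two, so chance cannot be excluded for the 1251 genes either.

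Fold changes followed GC content across genes, with a Spearman correlation of 0.378 over 15122 genes, which are not independent replicates. Per library the correlation of log2 abundance, relative to the mean of all libraries, with GC content was 0.106, -0.454 and -0.161 for the libraries labelled control and 0.339, 0.173 and 0.132 for those labelled knockdown. As large a correlation came from 2 of the 10 splits, the real one included. Differences in GC bias between single libraries, control replicate 2 above all, may therefore account for the trend. However, every library labelled knockdown lay above every library labelled control in this correlation, so GC bias could not be separated from the label.

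IRF9, a transcription factor of the interferon response, had 0 to 2 reads per library, which would be surprising in cells with an interferon response. The overlapping readthrough gene ENSG00000259529.1, which joins RNF31 to IRF9, had 452 to 470 reads in the libraries labelled control and 1065 to 1945 in those labelled knockdown. Its log2 fold change was 1.54, and it exceeded that of RNF31 by 1.254. In GENCODE release 44, 93.05% of the bases of the canonical IRF9 transcript lie in exons of the readthrough gene, but only 23.86% of the exonic bases of all IRF9 transcripts do. A candidate explanation is that reads of IRF9 were counted to the readthrough gene or discarded as ambiguous, and the rise listed for ENSG00000259529.1 could then be that of IRF9. The 2 measures of coverage differ, so how many reads of IRF9 were lost in this way stays open.

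CTSD rose from 793.1 ± 65 to 1181 ± 57.8 CPM and FTH1 from 12010 ± 602 to 16380 ± 1230 CPM (SD, n = 3), with groups that did not overlap and with edgeR adjusted p of 0.156 and 0.159. DESeq2 called both, with adjusted p of 0.001055 and 0.04552, as did edgeR without the low-count filter. A list of 25 lysosome genes without CTSD, of which 1 also belongs to the plasminogen list, had a camera p of 0.0001069 and a fry p of 0.004092, with a median of 0.1441 on the log2 CPM scale. With a GC offset the camera p was 0.0002271, the fry p 0.00905 and the median 0.1034, so the GC trend alone does not account for it. FTH1 has many processed copies in the genome, so its reads are uncertain. These p-values are for 1 list chosen after the rise of CTSD was seen. A modest rise of lysosome and ferritin transcripts may accompany the treatment, for example through handling of the lipid reagent, which was not tested. That example would need the groups to differ in the reagent, which the labels do not settle.

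RMRP, an RNA without a poly(A) tail, had 398, 56 and 252 reads in the libraries labelled knockdown and 36, 25 and 28 in those labelled control. The median log2 fold change of 10 other RNAs without a poly(A) tail was 0.39. RN7SK (1.89), RPPH1 (1.73), RN7SL2 (1.02) and RN7SL1 (0.94) rose, and like RMRP were high in knockdown replicates 1 and 3 and not in replicate 2, whereas HIST1H4C (-0.46) and TERC (-0.52) had estimates below 0. Control replicate 1 exceeded knockdown replicate 2 for RN7SK (8.773 against 5.058 CPM), RN7SL1 (17.05 against 9.721), RN7SL2 (3.444 against 1.696) and RPPH1 (1.353 against 0.5451). It did not for RMRP (1.476 against 1.696 CPM). The estimates below 0 lay within the spread between libraries, with unadjusted edgeR p of 0.2212 for HIST1H4C, 0.5203 for TERC and 0.8567 for HIST1H1E. Only some members thus rose and none clearly fell. Carry-over of RNA through the poly(A) selection cannot be told apart from a change in these transcripts on that basis. With all libraries edgeR gave RMRP an adjusted p of 0.583, whereas DESeq2 called it at 4e-05 and edgeR called it without the low-count filter or without knockdown replicate 2. These calls may reflect library preparation.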
